A study of Homo sapiens with 12 samples. Its data were reported in "Myofibroblast dedifferentiation proceeds via distinct transcriptomic and phenotypic transitions" (2021).

How the data were processed

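RNA was measured in 12 libraries of CCL210 cells, an established line of human lung fibroblasts. All cultures had first received transforming growth factor β (TGF-β) for 48 h, which turns fibroblasts into contractile, matrix-producing myofibroblasts. They then received prostaglandin E2 (PGE2) for 6 h, fibroblast growth factor 2 (FGF2) for 24 h, or neither for the same times. The 4 groups were untreated 6 h, PGE2 6 h, untreated 24 h and FGF2 24 h, with 3 libraries each, and every library took its group from its title. Libraries are named by the numbers 1 to 12 in those titles.

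The authors depleted ribosomal RNA from total RNA, sequenced the libraries and deposited one table of expected counts, which are estimated read counts per gene symbol that need not be whole and are not scaled between libraries. The aligner, its version, the genome build, the annotation and the use of strand are not stated in the labels, the table or the methods that were read. The study refers to a supplement for its alignment methods, which was not used here, and replicates were not pooled. For that reason no coordinates are given, genes carry the older symbols of the table (CTGF, CYR61, C10orf10, IL8), and genes that overlap another gene or lie antisense to one are uncertain. Small RNAs were not analysed here. Of the values, 6.73% were not whole, and all were rounded to whole numbers. The number of columns of per-sample values left unused was 0.

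Total counts ran from 41459600 to 64422200 per library, 1.55 times apart. A count of 3, taken as the floor at or under which a count was not told from 0, corresponded to 0.0466 to 0.0724 CPM (counts scaled to library size). Floors cover counting error only, since reads were not counted by molecular identifiers. The 10 genes with the most counts held between 22.7% and 26.1% of each library.

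Genes were tested with edgeR (version 4.0.16, R version 4.3.3). filterByExpr with its minimum count of 10 kept 14568 of 23466 symbols. The 8898 symbols left out, 4984 of which had no count after rounding, held 0.0121% of all counts. Trimmed mean of M-values (TMM) factors ran from 0.952 to 1.07. One model with 4 group means was fitted to all 12 libraries, so that the groups shared one estimate of the spread (biological coefficient of variation 0.0962), and contrasts were tested with edgeR's quasi-likelihood test. A gene was called when its Benjamini-Hochberg adjusted p was under 0.05 and its fold change was over 1.5 in either direction, which are the limits in the study's methods. A figure legend of the study gives a lower limit for long noncoding RNAs, which was tried as an alternative chosen after seeing the data. The contrasts were PGE2 against untreated at 6 h, FGF2 against untreated at 24 h, the difference between those responses, and untreated 24 h against untreated 6 h. Expression is given as CPM with TMM scaling, as mean ± SD over 3 libraries, and all adjusted p-values of genes come from edgeR's quasi-likelihood test unless another tool is named. Mediator and duration differ together in this design and cannot be separated.

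Gene lists were tested with camera (limma version 3.58.1) on voom values with an inter-gene correlation of 0.01, adjusted over 13 lists and 4 contrasts, 52 tests in all, with fry and camera with an estimated correlation beside it. The lists, written from general knowledge, were contractile genes, extracellular matrix, S phase, G2/M phase, cAMP and CREB targets, ERK feedback genes, YAP and TAZ targets, TGF-β and SMAD targets, cholesterol synthesis, interferon response, circadian clock, pro-apoptotic and anti-apoptotic genes. Some share members with the genes the study picked from these libraries, most of all the contractile list (13 of 29 genes) and the TGF-β and SMAD list (11 of 26). Between lists, at most 2 genes of a list were also in another. A further 6 lists and a panel of single genes were taken from the study. Because the study chose the genes of those 6 lists on these libraries, their counts adjusted over the list alone are not independent evidence. Biotypes came from a RefSeq gene annotation, in which 22540 symbols (96.1%) were found by symbol or synonym. Its synonyms also served to match older symbols. Transcript length and GC content came from GENCODE transcripts. Neither source is known to be the annotation behind the table.

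Beside the panel, genes were named by rule: for each treatment the 5 largest rises and 5 largest falls among called genes with a mean of at least 1 CPM, more than 3 counts in every library of the contrast and no overlap between treated and untreated libraries; the 5 largest differences among genes called in opposite directions under the same limits; and at most 5 called members of each called list. The values of some single genes that the panel or the rule would include are not reported here. Groups, tests, thresholds, gene lists, the naming rule and most alternatives were fixed before the data were examined. The alternatives were DESeq2 (version 1.42.0), other scalings (median of ratios, upper quartile, total counts), no filter, a filter on mean CPM, fitting only the 6 libraries of a contrast, no fold limit, glmTreat, an adjusted p under 0.01, library sizes without the 10 most abundant genes, a replicate block and the omission of each library in turn. Robust fitting, offsets for GC content and length, and those offsets with the block were chosen after seeing the data. GC content and length were known for 14055 of the tested genes (96.5%).

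No 2 groups share a replicate number in the titles. Each set of 4 consecutive numbers (1 to 4, 5 to 8, 9 to 12) holds 1 library per group, but the labels do not say that a set shares a culture or a day. The study describes the submitted samples as paired within experiments, without saying which library belongs to which. Across genes, deviations from the group means within a set correlated at 0.474, 0.194 and 0.150 for PGE2 and untreated 6 h, at 0.295, 0.144 and 0.176 for FGF2 and untreated 24 h, and at 0.352, 0.0926 and 0.116 for the untreated groups. Among libraries 5 to 12 the values across sets were 0.237 and 0.222 at 6 h, 0.0440 and 0.0598 at 24 h, and 0.230 and 0.130 for the untreated groups. Deviations from a mean of 3 sum to 0, so libraries 1 to 4 standing apart raises values among the others, within and across sets alike. Among libraries 5 to 12, values across sets were higher than within them at 6 h and for the untreated groups, and lower at 24 h. They therefore do not settle the pairing of those libraries. Every pair of a treated and an untreated library within a set was over 0.1, but so were the pairs across sets at 6 h. That the sets pair the treated with the untreated libraries was taken as an assumption. The fit without the set had been fixed as the main one, and the set was used as a block in an alternative.

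The scripts were tested on simulated counts for the 14568 genes, of which 200 were changed 3-fold. edgeR recovered 180 (90.0%) with 4 false calls, and DESeq2 recovered 183 with 11 false calls. camera called 1 of 13 lists on simulated counts, the one whose 25 genes had been raised (adjusted p 1.8e-92). Genes were simulated independently of each other, so this does not measure camera's false calls where genes of a list vary together. With the GC and length offsets, on 14404 genes, 180 of 200 were recovered, as they were after thinning to equal depth, on 14242 genes.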

Results

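The study asked how myofibroblasts change when they lose their differentiated state under either of 2 mediators that act through different receptors. PGE2 is a lipid that acts through receptors coupled to G proteins and raises cyclic AMP (cAMP), and FGF2 is a protein that activates a receptor tyrosine kinase and the MEK/ERK pathway. Gene expression was measured by sequencing ribosomal RNA-depleted RNA from TGF-β-treated CCL210 lung fibroblasts in 4 groups of 3 libraries. Total counts were between 47833800 and 64422200 for untreated 6 h, 50532900 and 55357300 for PGE2, 41459600 and 61685800 for untreated 24 h, and 42850900 and 54534700 for FGF2. Between 16131 and 16741 symbols had a count in a library.

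No pair of libraries of one group agreed within read sampling noise, so none was treated as a library deposited again. The chi-square statistic per degree of freedom was 4.38 to 5.54 for pairs among libraries 5 to 12 and 21.6 to 59.4 for pairs with one of libraries 1 to 4. In a principal component analysis of the 500 most variable genes, the first component held 66.1% of the variance and the second 15.6%. PGE2 libraries lay between 46.3 and 50.8 on the first component, and all others lay at -12.8 or below. FGF2 libraries lay between 18.3 and 22.6 on the second component, against -6.09 to -12.8 for their untreated controls. The first component's share moved most, to 52.8%, when all tested genes were used. Untreated 6 h and untreated 24 h libraries lay close together on the first component (-12.8 to -13.9 and -15.9 to -17.1).

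**Figure D1:**
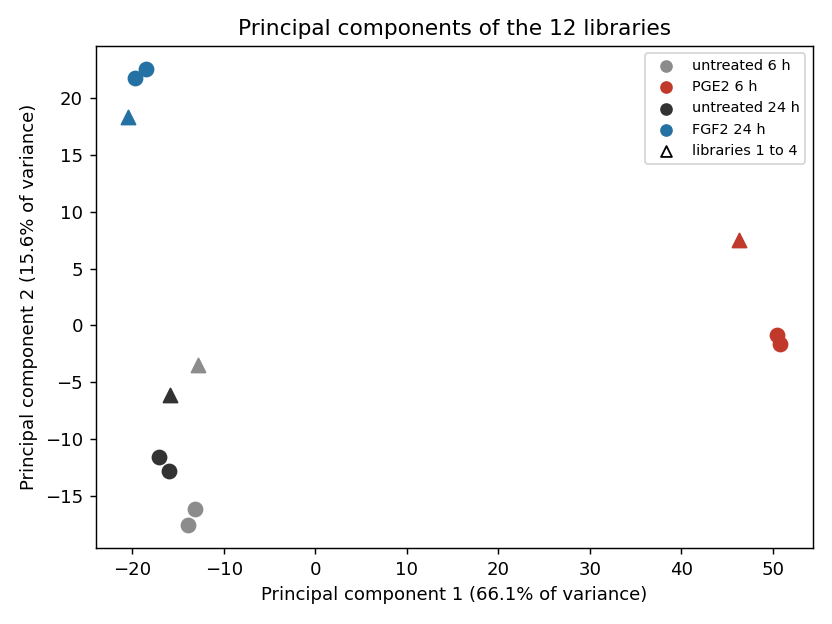
Each point is 1 of the 12 libraries, placed by its scores on the first principal component (horizontal axis, 66.1% of variance) and the second (vertical axis, 15.6%), coloured by group, with triangles for libraries 1 to 4. PGE2 libraries stand apart on the first component and FGF2 libraries on the second, and within each group the triangle lies away from the other libraries.

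PGE2 was compared with untreated cells at 6 h to find the genes that responded early to it. PGE2 changed 3232 of 14568 genes (22.2%), of which 1525 were higher and 1707 lower, and 504 differed by more than 2 on the log2 scale. Without the fold limit 7590 genes passed, and a test against a fold change of 1.5 (glmTreat) passed 1773. DESeq2 called 3220 genes, 3116 of which were among the 3232 with the same direction. With the set of 4 consecutive libraries as a term in the model 3342 genes were called. A set holds 1 library per group, so no test could be made within it. Among genes chosen by the naming rule, AREG rose most, from 0.203 ± 0.106 to 82.6 ± 3.28 CPM (SD, n = 3), with a log2 fold change of 8.66 ± 0.23 (SE). NR4A2 (6.68), MLC1 (6.58), STC1 (6.09) and NFATC2 (6.01) followed on the log2 scale. ANKRD1 fell most, from 19.7 ± 5.45 to 0.578 ± 0.127 CPM (log2 fold change -5.08 ± 0.35 SE), followed by C10orf10 (-4.83), EGR2 (-4.28), GDF5 (-4.07) and B3GALT2 (-4.02). Adjusted p-values of these 10 genes ran from 1.6e-10 for NR4A2 to 1.3e-04 for GDF5 by edgeR's quasi-likelihood test.

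FGF2 was compared with untreated cells at 24 h in the same way. It changed 1823 genes (12.5%), 862 higher and 961 lower, and 168 by more than 2 on the log2 scale. DESeq2 called 1787 genes, and 1692 of the 1823 were among them with the same direction. The block on sets gave 1982. Across the 12 fits that each left out 1 library the count ran from 1411 to 2162. RRM2 rose most by the naming rule, from 0.570 ± 0.292 to 7.40 ± 3.67 CPM (SD, n = 3; log2 fold change 3.74 ± 0.50 SE). The histone symbols HIST2H3A and HIST2H3C (both 3.56) had identical values in every library, so their reads cannot be assigned to either. IL8 (3.49) and EDN1 (3.24) came next. IGF1 fell most, from 31.9 ± 1.11 to 2.54 ± 0.794 CPM (-3.64 ± 0.39 SE), then SLC40A1 (-2.79), CXCR7 (-2.67), ARHGAP28 (-2.40) and TM4SF20 (-2.39). By edgeR's quasi-likelihood test the adjusted p-values of these 10 ran from 1.5e-06 for EDN1 to 0.00270 for the histone symbols. Set against untreated 6 h, SLC40A1 (-0.85) was not called with FGF2, while the others kept their calls. In all, 38 tested symbols had values identical to those of another symbol, and 10 of them were called under PGE2 and 8 under FGF2.

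How far the treatments shared a response was examined next. Both called 812 genes, 2.01 times the 404 expected if the calls were independent. They made up 44.5% of FGF2 calls and 25.1% of PGE2 calls. Of the 812, 226 were higher under both, 316 lower under both, 116 higher under PGE2 and lower under FGF2, and 154 the reverse, so that 66.7% went the same way. Across all tested genes, which are not independent replicates, the responses had a Pearson r of 0.119 and a Spearman rho of 0.233. Among the 812 shared genes r was 0.277. Within the 3 sets of libraries r was 0.0715, 0.139 and 0.140, and r moved most to 0.0575 with no filter on low counts. The treatments had separate controls, and on log2 CPM values r was 0.147, against a mean of -0.0063 (-0.051 to 0.039) over 20 simulations of unchanged groups. The correlation was therefore small but larger than in those simulations.

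**Figure D2:**
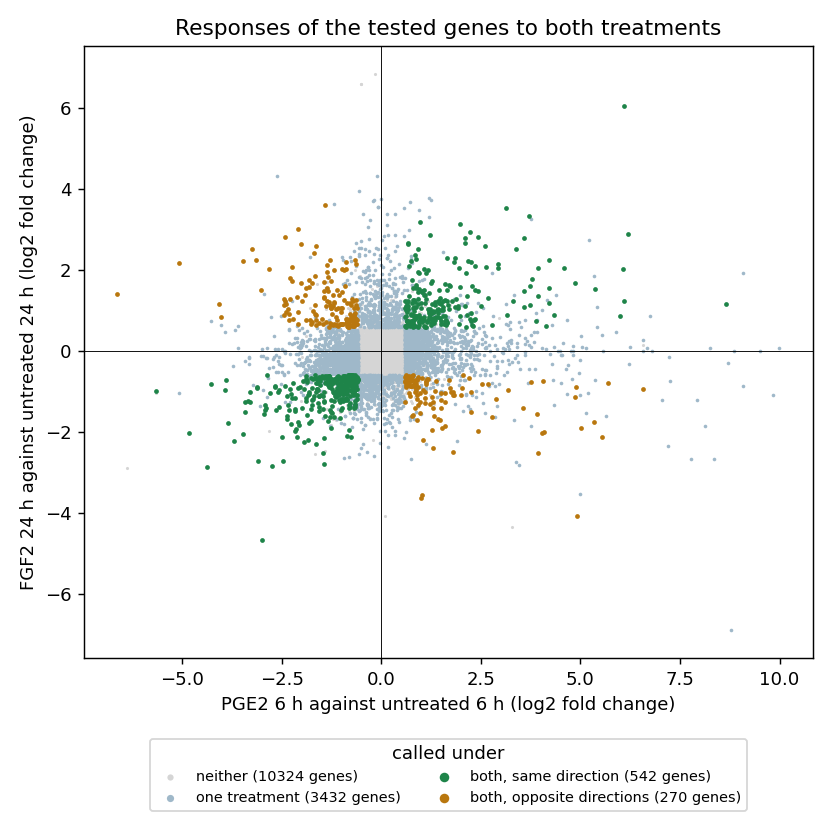
Each point is a tested gene, with its log2 fold change under PGE2 at 6 h on the horizontal axis and under FGF2 at 24 h on the vertical axis, coloured by whether it was called under neither treatment, one, or both. Of 812 genes called under both, 542 lie in the quadrants of equal direction and 270 in those of opposite direction.

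The difference between the responses was tested directly. It was called for 3009 genes, 1460 with the higher value under PGE2 and 1549 with the higher value under FGF2, and 398 of the 812 shared genes were among them. DESeq2 called 3044 genes for this difference. The largest differences among genes called in opposite directions were those of EDNRB (5.53 under PGE2 and -2.13 under FGF2), MLC1 (6.58 and -0.94), ANKRD1 (-5.08 and 2.18), SPOCK2 (5.70 and -0.78) and CRISPLD2 (4.02 and -2.02). With FGF2 MLC1 went from 0.405 to 0.207 CPM and SPOCK2 from 0.327 to 0.190 CPM, so both were low. Set against untreated 6 h, FGF2 gave 0.83 for MLC1, -0.18 for SPOCK2 and -1.64 for EDNRB, none of them called. ANKRD1 (1.48) and CRISPLD2 (-2.61) kept their calls. The FGF2 calls of MLC1, SPOCK2 and EDNRB therefore depended on the choice of control. SPOCK2 lost its call under FGF2 in 8 of the 12 fits that each left out 1 library, MLC1 in 7 and EDNRB in 3, with EDNRB at -1.74 without FGF2 replicate 12, -1.81 without FGF2 replicate 8 and -1.78 without untreated 24 h replicate 3. EDNRB was at -3.35 without FGF2 replicate 4. With the block on sets MLC1 (-0.93) and SPOCK2 (-0.77) were not called under FGF2 (adjusted p 0.0580 and 0.0579 by edgeR), while EDNRB was (-2.20, adjusted p 1.5e-04 by edgeR), and EDNRB was lower with FGF2 in each of the 3 sets.

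Untreated cells were compared between the times to see how far the controls differ. At 24 h 611 genes differed from 6 h, 360 higher and 251 lower, so 58.9% of the calls were higher. With total counts in place of TMM 71.7% were higher. With the block on sets 884 genes differed. The count depended on single libraries. It was 1111 without untreated 6 h replicate 1, 304 without replicate 5, 311 without replicate 9, 356 without untreated 24 h replicate 3 and 384 without replicate 7. glmTreat passed 10 genes. Of the 611 calls, 285 were also called under FGF2, and 246 of those went in the opposite direction. Those comparisons share the untreated 24 h libraries, and across genes their r of -0.363 was closer to 0 than the mean of -0.501 that the shared libraries alone gave in simulations. When FGF2 was set against untreated 6 h, 1667 genes were called, and 986 of the 1823 FGF2 calls kept their direction and call. PGE2 calls were less affected by the choice of control, and 2604 (80.6%) were kept against untreated 24 h.

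Genes that the study's text discusses singly were then examined, beginning with ACTA2, which encodes α-smooth muscle actin and whose fall had set the time points. ACTA2 was at 3477 ± 465 CPM (SD, n = 3) in untreated cells and 2759 ± 240 with PGE2 at 6 h, a log2 fold change of -0.33 ± 0.15 (SE) that was not called (adjusted p 0.0748 by edgeR's quasi-likelihood test). It was lower with PGE2 in each of the 3 sets of libraries (from 2941 to 2489, 3715 to 2842 and 3775 to 2946 CPM), and with the block on sets it was not called either (-0.33, adjusted p 0.0695 by edgeR). At 24 h it was at 2606 ± 79.4 CPM in untreated cells and 1639 ± 392.3 with FGF2 (-0.67 ± 0.15 SE, adjusted p 0.00405 by the same edgeR test). The responses did not differ from each other by that test (adjusted p 0.227), and the FGF2 call was lost without FGF2 replicate 8 (-0.56). COL1A1 and FN1 were called under neither treatment, with log2 fold changes between -0.08 and -0.23. With the block FN1 under PGE2 (-0.15, adjusted p 0.0329 by edgeR) and COL1A1 under FGF2 (-0.22, adjusted p 0.0105 by edgeR) passed the limit on p and not the one on fold change. NOX4 fell from 29.7 ± 5.63 to 11.95 ± 1.94 CPM under FGF2 (-1.32). Under PGE2 its change of -0.73 was not called (adjusted p 0.0801 by edgeR), but it was with the block on sets (-0.70) or without untreated 6 h replicate 1 (-1.05). Its value was -0.47 without PGE2 replicate 2, and the difference between treatments did not pass (adjusted p 0.360, or 0.0718 with the block, by edgeR).

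Several panel genes went opposite ways. JUN fell by 2.12 on the log2 scale under PGE2 and rose by 1.34 under FGF2, while FOS rose by 3.90 under PGE2 and had a log2 fold change of -1.55 under FGF2, or -0.97 without untreated 24 h replicate 3. SOCS3 (2.02 and -0.92) and CCNB2 (-1.21 and 1.12) were also called in opposite directions, as were CDKN1C (0.79 and -1.57) and HGF (0.61 and -0.61). CDKN1C lost its PGE2 call in 8 of the 12 fits without 1 library. HGF lost its call under each treatment in 3, with the smallest values at 0.41 without PGE2 replicate 2 and -0.52 without FGF2 replicate 8. CCNB2 lost its FGF2 call in 3, at 0.91 without FGF2 replicate 4, 0.87 without untreated 24 h replicate 11 and 1.04 without replicate 7. CTGF rose under FGF2 (1.26), and its change under PGE2 (-0.25) was under the fold limit. VASP fell under PGE2 (-0.70) and rose by less than the limit under FGF2 (0.40), and MYC did likewise (-1.33 and 0.44). For JUN, FOS, SOCS3, CCNB2, CDKN1C, HGF, CTGF, VASP and MYC the difference between treatments was itself called. Set against untreated 6 h instead, FGF2 gave 0.17 for SOCS3, 0.030 for CCNB2, 0.10 for HGF, -0.23 for FOS, -0.68 for CDKN1C and 0.50 for CTGF. None of those values was called, while that of JUN (1.33) was. The FGF2 calls of the genes other than JUN therefore depended on the choice of control.

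CCND1 rose from 436 ± 25.4 to 1462 ± 344 CPM under FGF2 (SD, n = 3; log2 fold change 1.75) and stayed at 387 ± 11.2 against 397 ± 12.5 CPM under PGE2 (-0.03). BIRC5 rose under FGF2 (2.46) and was not called under PGE2 (-0.31, or 0.24 without untreated 6 h replicate 1). CASP9 rose under PGE2 from 6.53 ± 0.752 to 34.8 ± 5.35 CPM (2.41) and not under FGF2 (-0.10). For CCND1, BIRC5 and CASP9 the difference between treatments was called. FOXM1 was called under neither (-0.14 and 0.57), and its value under PGE2 was 0.23 without untreated 6 h replicate 1 and 0.0040 without PGE2 replicate 6. Under FGF2 it was 0.26 without FGF2 replicate 4. The difference between treatments did not pass for FOXM1 in the fit without the block (-0.71, adjusted p 0.168 by edgeR) and was called with the block on sets (-0.63, adjusted p 0.0327 by edgeR). Genes called in the same direction under both were IL6 (1.42 and 0.83), IL11 (3.58 and 1.10), PTK2B (-1.57 and -1.38), NEAT1 (-1.02 and -0.76) and C10orf10 (-4.83 and -2.02). Against untreated 6 h, FGF2 gave -0.54 for IL11, -0.47 for PTK2B and -0.035 for NEAT1, none of them called. The FGF2 calls of IL11, PTK2B and NEAT1 therefore depended on the choice of control, while IL6 (0.60) and C10orf10 (-1.34) kept theirs. IL11 lost its FGF2 call in 6 of the 12 fits without 1 library and NEAT1 in 2 (-0.73 without FGF2 replicate 8 and -0.71 without untreated 24 h replicate 7). Under PGE2 NEAT1 was at -0.66 without untreated 6 h replicate 1.

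**Figure D3:**
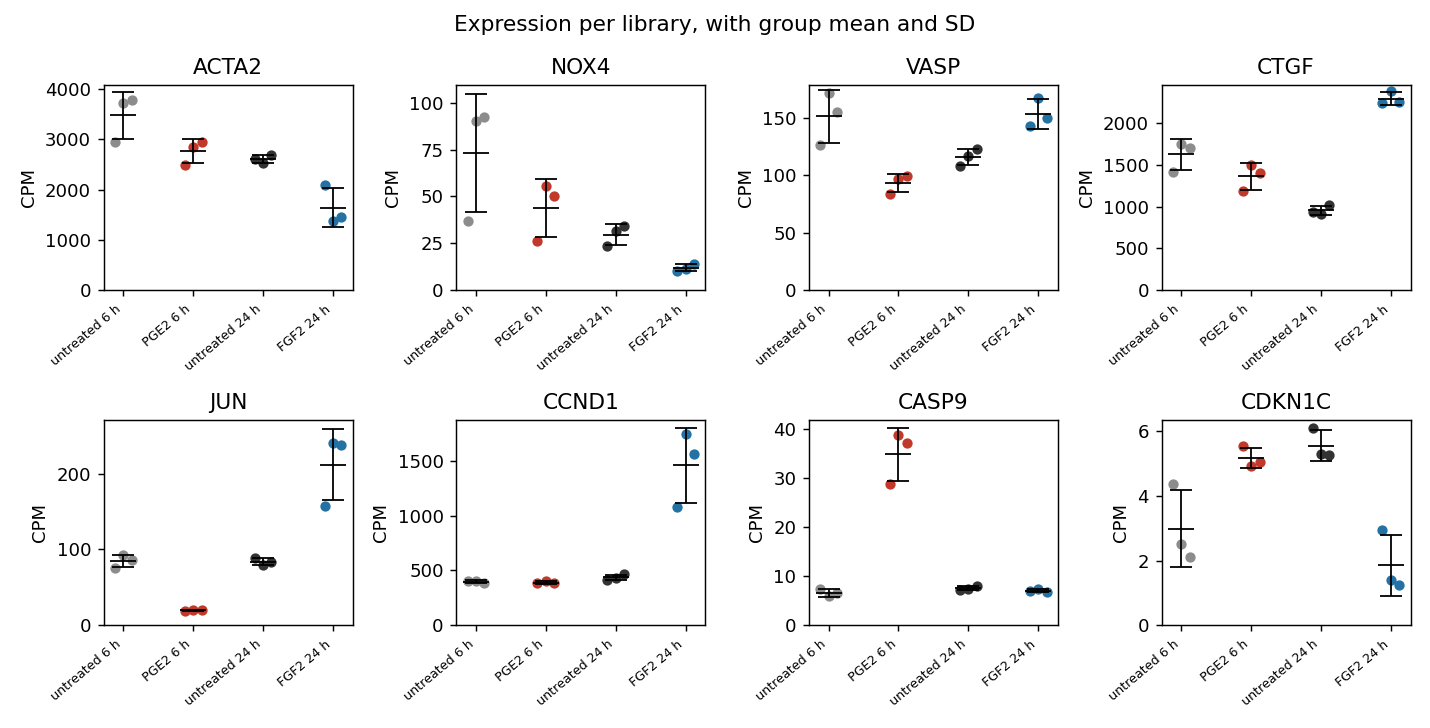
Expression in CPM of 8 panel genes in each library (points), with the mean and SD of each group of 3 (bars), on linear axes that start at 0. JUN is lower with PGE2 and higher with FGF2 than in its untreated controls, and ACTA2 with PGE2 overlaps untreated 6 h when the sets are ignored but is lower in each set (points from left to right).

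Gene lists showed which programmes moved together. Under PGE2 the cAMP and CREB targets rose, with a median log2 fold change of 2.39 over 28 genes, 23 of them called higher and 1 lower (camera adjusted p 7.5e-14). Contractile genes fell (-0.37 over 29 genes, 10 called lower, adjusted p 5.2e-05), and YAP and TAZ targets fell (-0.27 over 22 genes, adjusted p 0.0111). Under FGF2 the lists that rose were ERK feedback (1.03 over 20 genes, 16 called higher, adjusted p 1.8e-09), G2/M (1.004 over 53 genes, 31 called higher, 2.7e-07), cholesterol synthesis (0.33 over 25 genes, 5.5e-07), S phase (0.45 over 42 genes, 2.1e-05), anti-apoptotic genes (0.28 over 11 genes, 0.00186) and YAP and TAZ targets (0.16, 0.0367). Every one of these calls also held under fry. With an estimated correlation only that of the cAMP and CREB targets did (adjusted p 0.0116). The FGF2 call for YAP and TAZ targets was lost with the block on sets, with a filter on a mean of at least 1 CPM (0.15), without FGF2 replicate 4 (0.16) and without untreated 24 h replicate 3 (0.14). The cAMP and G2/M lists each held 1 gene whose untreated libraries were all at or under 3 counts, and their medians were 2.39 and 1.004 with that gene at its bound. The S phase median was 0.27 without FGF2 replicate 4.

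The other list tests did not pass by camera. Medians under PGE2 and FGF2 were -0.03 and -0.12 for matrix, 0.02 and 0.07 for TGF-β and SMAD targets, -0.06 and -0.10 for interferon, -0.40 and -0.31 for the circadian clock, and -0.04 and 0.03 for pro-apoptotic genes. Medians under PGE2 were 0.06 for S phase, -0.05 for G2/M, -0.02 for ERK feedback, 0.11 for cholesterol synthesis and -0.02 for anti-apoptotic genes. Those under FGF2 were -0.13 for contractile genes and 0.08 for cAMP and CREB targets, or 0.07 with the genes at the floor at their bound or left out. fry also called the circadian clock list lower under both treatments (adjusted p 0.0176 and 0.0233) and the pro-apoptotic list higher under both (0.00594 and 0.0257). Under PGE2 the direction of that pro-apoptotic call was opposite to the sign of the median. Between untreated 24 h and 6 h, camera called contractile genes (-0.24), matrix (-0.14), TGF-β and SMAD targets (-0.22), S phase (-0.17) and G2/M (-0.27) lower and interferon genes higher (0.47). Of these, S phase, G2/M and interferon did not pass under fry, and none passed with an estimated correlation. The interferon call was lost without untreated 24 h replicate 3 (0.11) or without untreated 6 h replicate 9 (0.19), the G2/M call without untreated 6 h replicate 1 (-0.064; its value was -0.18 without untreated 24 h replicate 7), the S phase call without that replicate (-0.085) or without untreated 24 h replicate 11 (-0.14), and the matrix call without untreated 24 h replicate 3 (-0.13). Without untreated 6 h replicate 1 the TGF-β and SMAD list was at -0.34 and the interferon list at 0.84. The untreated groups' medians for the remaining lists, which did not pass, were 0.086 for cAMP and CREB targets, -0.029 for ERK feedback, -0.062 for YAP and TAZ targets, -0.047 for cholesterol synthesis, 0.20 for the circadian clock, -0.047 for pro-apoptotic genes and 0.12 for anti-apoptotic genes.

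**Figure D4:**
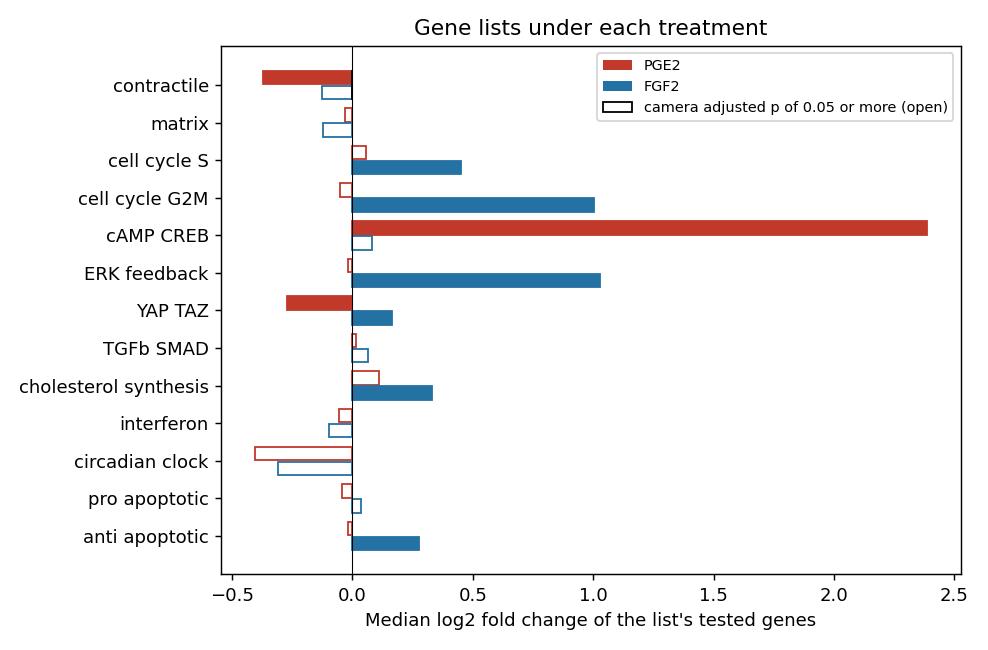
Bars give the median log2 fold change of each of the 13 gene lists under PGE2 at 6 h (red) and FGF2 at 24 h (blue), filled where the camera adjusted p was under 0.05 and open otherwise. The cAMP and CREB list stands at 2.39 under PGE2 and 0.08 under FGF2, and the ERK feedback list at -0.02 and 1.03.

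Among members of called lists, SST had no count in any untreated 6 h library and was at 2.43 ± 0.340 CPM with PGE2 (SD, n = 3), at least 44.7-fold higher. AURKB had at most 3 counts in each untreated 24 h library and was at least 13.4-fold higher with FGF2. Untreated 24 h was itself at least 3.64-fold under untreated 6 h for this gene. FGF2 against untreated 6 h gave a log2 fold change of 1.86. Under PGE2 the contractile genes with the largest changes were LMOD1 (-1.57), PDLIM7 (-0.98), ZYX (-0.85), CNN2 (-0.84) and MYLK (-0.73). NR4A3 (5.91) was the remaining cAMP target, and the YAP and TAZ targets beside ANKRD1 were GADD45A (-2.89), CYR61 (-1.38), FOXF2 (1.31) and F3 (1.18), which did not share a direction. FGF2 raised the S phase genes CDC45 (3.39), DTL (2.87), CLSPN (2.87) and CCNE2 (2.55), and the G2/M genes MKI67 (2.83), UBE2C (2.77), FAM64A (2.73) and DLGAP5 (2.51). DLGAP5 lost its call in 3 of the 12 fits without 1 library, at 1.97 without FGF2 replicate 4, 2.21 without untreated 24 h replicate 7 and 2.30 without replicate 11. It also raised the ERK feedback genes FOSL1 (2.37), DUSP6 (2.21), ETV4 (2.19) and DUSP4 (2.05), the YAP and TAZ targets NT5E (2.64), FJX1 (0.87), AXL (0.72) and ANKRD1, the cholesterol gene HMGCS1 (0.65), and BIRC3 (2.52) and BCL2L1 (0.92). Set against untreated 6 h, FGF2 gave 0.88 for FAM64A, 1.55 for DLGAP5, 0.40 for AXL and 0.29 for HMGCS1, none of them called. The other genes named here as raised by FGF2 kept their calls. DUSP4 also rose under PGE2 (4.59). With the block on sets CLSPN (1.23) and NT5E (0.67) were called higher under PGE2 as well, while ETV4 (-0.86) and BCL2L1 (-0.78) were called lower. Of the S phase and G2/M genes named here only MKI67 (1.46 CPM) had a mean above 1 CPM in untreated cells at 24 h.

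The lists that the study drew from these libraries were counted under the same limits. Of 34 cytoskeletal and matrix genes, 10 were called under PGE2, all lower, and 11 under FGF2, 8 of them lower (10 and 12 adjusted over the list alone). The PGE2 count was 16 without untreated 6 h replicate 1 and 5 without replicate 5. Of 24 cell cycle genes, 9 were called under PGE2 and 16 under FGF2, 14 of those higher (9 and 17 adjusted over the list alone). With a filter on a mean of at least 1 CPM the FGF2 count was 9. Of 21 apoptosis genes, 12 and 10 were called (12 and 10 adjusted over the list alone). Of 39 TGF-β pathway genes, PGE2 lowered 18 and raised 13, and FGF2 lowered 10 and raised 11 (32 and 21 called in all when adjusted over the list alone). Of 89 tested genes of other pathways, all 89 were called under PGE2 and 78 under FGF2 (89 and 79 adjusted over the list alone). The study picked these genes on these libraries, so those counts are not independent evidence.

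Long noncoding RNA genes were counted apart under the limits used for all genes. The table held 1263 symbols with that biotype, of which 495 were tested. PGE2 changed 142 (59 higher and 83 lower), FGF2 changed 81 (10 higher and 71 lower), and 34 were called under both. Without FGF2 replicate 8 the FGF2 count was 50. At a log2 limit of 0.5, the lower one, PGE2 changed 171 (68 higher and 103 lower), FGF2 changed 96 (11 higher and 85 lower), and 49 were called under both. Among 10 tested genes of the study's list of noncoding RNAs, 4 were called under each treatment, and 4 under each adjusted over the list alone. FENDRR rose under PGE2 from 9.68 ± 4.63 to 60.5 ± 3.66 CPM (SD, n = 3; log2 fold change 2.64) and not under FGF2 (0.06, or -0.08 without FGF2 replicate 4 and -0.0084 without untreated 24 h replicate 7), and the difference was called. MALAT1 fell under FGF2 (-0.51), by less than the limit of 1.5-fold but past the log2 limit of 0.5, and was not called under PGE2 (-0.14), and the difference (0.38) was under both limits. Because the use of strand is not stated, values of noncoding genes that overlap others are uncertain.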

Values the study reported

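The study reported that 17,903 distinct transcripts other than small RNAs were detected. It gave 3105 genes regulated by PGE2, with 1521 raised and 1584 lowered, and 1720 by FGF2, with 878 raised and 842 lowered. The number regulated by both was 716. For genes of the TGF-β pathway, it counted 21 lowered by PGE2 and 10 by FGF2. More than 8800 long noncoding RNAs were identified there, with 811 changed by PGE2, 261 by FGF2 and 100 by both. The times of 6 and 24 hours were picked as those at which ACTA2 had dropped by roughly 50%.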

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

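The comparison with the change of untreated cells was chosen only after the result was seen, as was the count for labels exchanged at 24 h. The response to PGE2 at 6 h and the response to FGF2 at 24 h were compared by a direct test of their difference, and 3009 genes passed. Without 1 library the count ran from 2798 to 3172. Of 200 relabellings of treated and untreated within the time points, 100 were drawn, and 1 of them, the real one, called as many genes. The highest other count was 2832. All 9 other drawn relabellings that kept the real 6 h grouping called between 1889 and 2832 genes, while those that kept the 24 h grouping alone called between 138 and 608, so the draw mostly measured the PGE2 response. Exchanging treated and untreated at 24 h, which was not among the drawn, called 4605 genes. That relabelling keeps both groupings and tests the sum of the responses, so the count of 3009 is not the highest that all 200 give.

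Several technical explanations were weighed. After thinning every library to the lowest total 2972 genes were called, and with offsets for GC content and transcript length 3061, or 3298 with those offsets and the replicate block, which argues against library size or those trends as the whole cause. The change of untreated cells between 6 and 24 h also called 223 of the 3009 genes (7.41%) in the direction that makes the difference. That comparison called only 611 genes in all, so a small share was fixed beforehand. Both untreated groups also enter the difference itself. The count therefore cannot tell how far the change of untreated cells contributes. When PGE2 at 6 h was set directly against FGF2 at 24 h, 2383 of the 3009 genes were called in the same direction. Mediator and duration differ together in the design. A difference between the mediators and one between the durations therefore remain open, and neither was tested.

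The same direct test was passed by 8 gene lists, each given as the median of the PGE2 response minus the FGF2 response. The cAMP and CREB list was higher under PGE2 (2.49, camera adjusted p 7.5e-14). Lists lower under PGE2 than under FGF2 were ERK feedback (-0.85, 2.8e-05), YAP and TAZ targets (-0.50, 4.5e-05), G2/M (-0.9996, 8.9e-04), cholesterol synthesis (-0.22, 0.00594), contractile genes (-0.17, 0.0112), S phase (-0.38, 0.0217) and anti-apoptotic genes (-0.17, 0.0263). With an estimated correlation only the cAMP and CREB list passed. Under fry all but S phase did. S phase also lost its call with the GC and length offsets (-0.37), without FGF2 replicate 4 (-0.34) and without untreated 6 h replicate 1 (-0.32). With a filter on a mean of at least 1 CPM, S phase (-0.18), G2/M (-0.34) and anti-apoptotic genes (-0.16) lost theirs. The contractile median was -0.28 without untreated 6 h replicate 1 and -0.10 without PGE2 replicate 2. The anti-apoptotic median was -0.56 without PGE2 replicate 2, -0.53 without untreated 24 h replicate 3 and -0.41 without untreated 6 h replicate 5. The medians for the lists that did not pass were 0.071 for matrix, 0.17 for TGF-β and SMAD targets, 0.024 for interferon, -0.41 for the circadian clock and -0.15 for pro-apoptotic genes. Whether the list differences follow the mediator or the duration was not tested.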

How the results depend on the processing

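The counts of genes under PGE2 and FGF2 stayed within 1.5 times of the reported ones with DESeq2, the other scalings, either filter, only the libraries of the contrast, the block, robust fitting, the GC and length offsets and without any 1 library. They moved with the rule for calling. Without the fold limit the counts were 7590 for PGE2 (3767 higher and 3823 lower), 5563 for FGF2 (2933 and 2630), 3457 for both (2453 in the same direction and 1004 in opposite directions), 5521 for the difference, 2486 for the untreated groups and 137 for noncoding genes under FGF2. With glmTreat they were 1773 (877 and 896), 507 (336 and 171), 152 (100 and 52), 1514 and 10, with 61 noncoding genes under PGE2 and 9 under FGF2. At an adjusted p under 0.01 FGF2 lowered 636 genes, 537 were called under both, 172 in opposite directions, 241 between the untreated groups and 45 noncoding genes under FGF2. These rules differ from the main one by construction. With a filter on a mean of at least 1 CPM, which tests fewer genes, 82 and 53 noncoding genes were called under PGE2 and FGF2.

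The correlation of the responses was 0.0794 with DESeq2, 0.0575 with no filter and 0.179 with the filter on a mean of at least 1 CPM. The first component held 52.8% of the variance with all tested genes, 59.1% with a prior count of 0.5 and 58.2% with 2000 genes, and the second 19.5% and 18.6% with all and with 2000 genes. The cause was not tested.

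Lists that had passed under a treatment and no longer did were YAP and TAZ targets under FGF2 with the filter on mean CPM (0.15) and with the block (0.16), and with an estimated correlation contractile genes (-0.37) and YAP and TAZ targets (-0.27) under PGE2 and S phase (0.45), G2/M (1.004), ERK feedback (1.03), YAP and TAZ targets (0.16), cholesterol synthesis (0.33) and anti-apoptotic genes (0.28) under FGF2. Between the untreated groups interferon lost its call with total counts (0.54) and G2/M with the filter on mean CPM (-0.18). Lists that newly passed were the circadian clock under FGF2 with no filter (-0.30) and, with fry, the circadian clock under PGE2 (-0.40) and FGF2 (-0.31) and pro-apoptotic genes under PGE2 (-0.044) and FGF2 (0.034). fry called the pro-apoptotic list higher under both treatments, against its negative median under PGE2. The cause was not tested.

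For lists with no call, the direction of the test reversed in several settings, and the medians there are given. For matrix under PGE2 these were -0.054 with upper-quartile scaling, -0.032 with no filter, -0.031 with the block, -0.087 with the offsets and -0.078 with offsets and block. For pro-apoptotic genes under PGE2 they were -0.044 with no filter, -0.052 with the offsets and -0.051 with offsets and block, and for anti-apoptotic genes 0.018 with the offsets, with or without the block. With offsets and block they were -0.077 for TGF-β and SMAD targets under PGE2 and -0.086 for the interferon difference. With fry they were 0.17 for the TGF-β and SMAD difference and -0.15 for the pro-apoptotic difference. The cause was not tested.

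Across the 12 fits that each left out 1 library, the untreated comparison called from 304 genes (without untreated 6 h replicate 5) to 1111 (without replicate 1), and noncoding genes under FGF2 ran from 50 (without FGF2 replicate 8) to 103 (without FGF2 replicate 4). The first component held from 56.7% to 70.2% and the second from 12.1% to 20.8%. FOXM1 under PGE2 ran from -0.29 to 0.23, BIRC5 under PGE2 from -0.57 to 0.24 and FENDRR under FGF2 from -0.085 to 0.19. Medians under PGE2 ran from -0.049 to 0.11 for anti-apoptotic genes, -0.18 to 0.24 for G2/M, -0.062 to 0.013 for matrix, -0.066 to -0.0044 for pro-apoptotic genes and -0.085 to 0.12 for TGF-β and SMAD targets. The interferon median under PGE2 ran from -0.23 to 0.36. Under FGF2 the medians ran from -0.26 to 0.14 for interferon, 0.12 to 0.20 for YAP and TAZ targets and 0.023 to 0.18 for cAMP and CREB targets. For the difference they ran from -0.19 to 0.49 for interferon and 0.10 to 0.28 for TGF-β and SMAD targets. Between the untreated groups they ran from -0.076 to 0.10 for ERK feedback and -0.050 to -0.0036 for pro-apoptotic genes.

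Of the single genes, NOX4 under PGE2 passed with the block (-0.70) and with offsets and block (-0.65), while MLC1 and SPOCK2 under FGF2 lost their calls in both. The block also called RRM2 (1.31) and CXCR7 (0.79) under PGE2, the difference between treatments for FOXM1 (-0.63), SLC40A1 (1.54) and DLGAP5 (-2.55), and between the untreated groups CDKN1C (0.95), BIRC5 (-1.12), ANKRD1 (-0.69) and GDF5 (1.001). Beyond these genes and the lists named above it changed no other call of a gene named here or of a list. SPOCK2 also lost its call with DESeq2, no filter, only the 6 libraries of the contrast and the offsets, CDKN1C under PGE2 with upper-quartile scaling, total counts, robust fitting and the offsets, and IL11 under FGF2 with robust fitting. Leaving out libraries weakened 49 values of single genes, strengthened 1 and reversed 5. Of genes not called, BIRC5 and MALAT1 under PGE2, FN1 and FENDRR under FGF2 and COL1A1 and CCND1 under PGE2 were among those whose small values moved by over 1.5 times without 1 library, with no change of call. Genes near 3 counts in a group were limited by depth, and for SST and AURKB only a lower bound of the fold change can be given.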

Other observations

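The comparison of libraries 1 to 4 with a TGF-β list and the tests of clock genes were chosen only after the results were seen, as was the rule that the histone set should also pass under fry and an estimated correlation.

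For both treatments and for the untreated groups, 1 of the 10 splits of the 6 libraries, the real one, called as many genes. The other 9 splits called 0 genes each, with between 91 and 1415 genes at an unadjusted p under 0.05 for PGE2, 67 and 1625 for FGF2 and 115 and 2202 for the untreated groups. Besides the real split, 3 splits part all 3 pairs of libraries within a set, with between 104 and 269, 67 and 625, and 182 and 742 genes at an unadjusted p under 0.05. The highest unadjusted counts came from splits that keep the libraries from 1 to 4 together. With 10 splits the share is never under 0.1, so this cannot exclude chance.

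Libraries 1 to 4 stood apart from the other 8 by 487 genes, 341 higher and 146 lower, in a fit with the groups as terms. Of the 81 choices of 1 library per group, 1, the real one, called as many, and the next called 16. The corresponding counts for libraries 5 to 8 and 9 to 12 were 0, with 663 and 616 genes at an unadjusted p under 0.05. After thinning to the lowest total 437 genes were called, and 465 with the offsets for GC content and length, which argues against both as the whole cause. The TGF-β and SMAD list was lower in libraries 1 to 4 (median -0.18 over 26 genes, camera p 8.9e-09, fry p 7.1e-05, p 0.0244 with an estimated correlation), as was NOX4 (-0.80). A weaker response to TGF-β in those libraries may contribute. ACTA2 did not differ on average over the groups (0.011), but the groups went different ways. In libraries 1 to 4 it was at 2941 CPM for untreated 6 h (3715 and 3775 in the others) and 2489 for PGE2 (2842 and 2946). It was at 2600 for untreated 24 h (2530 and 2688) and 2091 for FGF2 (1382 and 1445). The interferon (0.55), G2/M (0.42) and S phase (0.15) lists were higher in libraries 1 to 4, which a weaker response to TGF-β does not address. The labels name no batch, and a difference between cultures or preparations stays open.

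The FGF2 response ran against the change of untreated cells with time, with r across genes of -0.363. Because the untreated 24 h libraries enter both comparisons, unchanged groups gave a mean of -0.501 in simulations. With separate untreated 24 h libraries r was -0.247, against -0.037 to 0.030 in 20 simulations, and -0.212 without libraries 1 to 4, against -0.035 to 0.021. Neither the shared libraries nor libraries 1 to 4 therefore account for all of it. A candidate explanation is that FGF2 holds back part of what changes in untreated cells over those hours, which was not tested. It remains a hypothesis found and examined on the same libraries.

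Replication-dependent histone genes were examined as a mark of cells in S phase, since the RNA was not selected for poly(A) tails. Under FGF2 the 66 genes had a median of 0.30, with 23 called higher and 0 lower, and camera gave p 0.0353, against 0.450 under PGE2, which met the criterion set beforehand. The set did not pass under fry (p 0.299) or with an estimated correlation (p 0.658), and the difference between treatments did not pass either (camera p 0.277). Between the untreated groups the set was lower at 24 h (median -0.27, camera p 0.00158), and the FGF2 value is measured against those same untreated 24 h libraries. Several of these genes have near-identical sequences and share reads. The histone set was examined only in the fit without the block on sets. Entry into S phase, a low level in the untreated 24 h libraries and correlated noise within the set cannot be told apart here.

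Under PGE2 the circadian clock list did not pass by camera. Split by promoter element, 9 genes driven through E and D boxes had a median of -1.09 (camera p 0.00310, fry p 9.0e-06, p 0.0684 with an estimated correlation), and 5 driven through ROR elements had a median of 0.30 (camera p 0.533, fry p 0.0167). A shift of the clock's phase might lower the one set and raise the other, but whether the ROR element set rose stays open, since camera and fry gave different answers under PGE2 and for the difference between treatments (median 0.33, camera p 0.439, fry p 0.0128). The E and D box set was also lower under FGF2 (-0.32, camera p 0.0342, fry p 0.00294, p 0.178 with an estimated correlation). The fall was larger under PGE2 by camera (difference -0.91, p 0.0395, or p 0.190 with an estimated correlation). Between the untreated groups the E and D box set was higher at 24 h (0.53, camera p 9.0e-04, p 0.0514 with an estimated correlation). The FGF2 value is measured against those same untreated 24 h libraries, so whether FGF2 itself lowered the set stays open. The ROR element set was lower between the untreated groups (-0.41, camera p 6.5e-04, fry p 2.0e-05, p 0.00832 with an estimated correlation). Sets of this size could therefore pass by camera, but with an estimated correlation only the ROR element set did.

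The fall of ACTA2 under PGE2 was 20.7%. This was a smaller fall than the one by which the study chose its times. That one came from quantitative PCR relative to a reference gene, so the assay and the scaling differ. Under FGF2 it was 37.1%.

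The table held 1263 long noncoding RNA symbols by the RefSeq biotypes used here. That number was lower than the one the study gave. Of these, 142 were called under PGE2, 81 under FGF2 and 34 under both. These counts were lower than those of the study as well, also at the lower fold limit of its legend, and the annotation behind the study's counts was not used here.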
